A study of Mus musculus with 8 samples. Its data were reported in "O-GlcNAcylation controls pro-fibrotic transcriptional regulatory signaling in myofibroblasts" (2024).

How the data were processed

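RNA was measured by sequencing in 8 primary cultures of myofibroblastic (MF) hepatic stellate cells from mice, termed pMF-HSCs. Hepatic stellate cells are the vitamin A-storing cells of the liver sinusoid, which turn into collagen-secreting myofibroblasts on plastic. Per the labels and the study's methods, the cells were sorted from livers of male C57BL/6J mice, cultured for 7 days, and treated for 24 h with vehicle (DMSO, the control group, n = 4) or with OSMI-1 at 50 µM (the OGTi group, n = 4). OSMI-1 inhibits O-GlcNAc transferase (OGT), the enzyme that adds the sugar O-GlcNAc to proteins. Group and replicate number were taken from the sample titles.

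The authors made stranded, paired-end libraries from polyadenylated RNA, aligned the reads with Bowtie2 to the mm39 mouse genome and counted them with RSEM, one table per library. The deposited tables give expected counts, which RSEM estimates per gene and which need not be whole, and TPM, a transcript abundance scaled by gene length and depth. The methods name a GENCODE annotation, whereas the transcript identifiers in the deposited tables are RefSeq ones. RSEM can divide reads that fit several genes, yet only 0.251% to 0.978% of the genes detected in a library had a fractional count. How such reads were handled could not be checked, so values of multigene families such as Lce and Krtap are uncertain. The authors also deposited a comparison table with whole-number counts, normalized counts (a rounded score), log2 fold changes and p-values from DESeq2. The counts deposited there equalled the expected counts rounded down in 100% of cases. It was used to compare calls and fold changes, and to count list genes among its 500 higher and 500 lower genes of lowest adjusted p. The number of other columns of per-sample values left unused was 0.

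Expected counts were rounded to whole numbers and analysed with edgeR 4.0.16 in R 4.3.3. Of 40840 genes, the 19963 with a total of at least 10 counts over the 8 libraries were tested. Libraries were scaled by TMM, and a quasi-likelihood model (glmQLFit, glmQLFTest) was fitted with the replicate number as a block and treatment as the tested term. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, and genes at an adjusted p of at most 0.05 were called changed. The standard error of a log2 fold change was its size divided by the root of the F statistic. Scaled counts are counts divided by the TMM-adjusted library size and multiplied by the mean of that size. The biological coefficient of variation was 0.343.

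The study's methods state that treated and control samples of one replicate were paired, and the block follows from that. The pairing was checked on deviations from the group means in log2 CPM, a count scaled by library total. The correlations of same-numbered libraries across genes were 0.160, 0.224, 0.105 and 0.318 for replicates 1 to 4, while those of differently numbered libraries ranged from -0.312 to 0.208. Genes are not independent replicates, so these values describe the libraries only.

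Totals ranged from 30068876 to 37372420 expected counts per library, so that counting error was small for most genes tested and the spread between cultures set the precision. Reads without molecular identifiers are not independent molecules, and the intervals printed cover counting error only.

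Gene lists were tested by pre-ranked enrichment (fgsea 1.28.0, fgseaSimple, genes ranked by log2 fold change, 10000 permutations of genes), with Benjamini-Hochberg adjustment within each family. Permuting genes ignores correlation between genes, so camera (preset correlation of 0.01, or estimated per list) and fry (limma 3.58.1) were also run, and the list tests were repeated on other splits of the libraries. The first family held 5 signature lists used by the study. They covered MF cell identity, the fibrogenic MF-HSC program, liver fibrosis, the liver fibrosis matrisome, and heart, kidney and lung fibrosis. The second family held 5 lists that the study drew from the human stellate cell line LX-2. They were genes higher or lower after OGTi, genes higher or lower after siRNA against OGT (siOGT), and genes near regions that lost the histone mark H3K27ac. The third family held 13 lists written from general knowledge, namely S phase, G2/M phase, YAP/TAZ targets, quiescent HSC, ATF4 targets, ER chaperones, NRF2 targets, heat shock, immediate early, interferon response, and endothelial, macrophage and hepatocyte markers. These were written before the data were examined but after the study's own lists of top genes in these libraries had been read. Human symbols were matched to mouse symbols by name, with a hand-written table of exceptions. The copy of the fibrogenic MF-HSC list tested here held 162 symbols, of which 157 were matched and 153 were tested. Coverage was lower for some other lists. Of 1741 symbols near lost H3K27ac, 1131 were matched and 1046 tested. Of 500 symbols higher in LX-2 cells after OGTi, 390 were matched and 355 tested. Of 148 symbols for heart, kidney and lung fibrosis, 136 were matched and 101 tested.

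Genes named in the text were fixed by a rule. They were a panel of 16 genes, plus the 5 largest increases and the 5 largest decreases in log2 fold change among genes at an adjusted p of at most 0.05, with a mean scaled count of at least 100 and the same direction in all 4 pairs. The panel held genes that the study's text names, the reference gene of its RT-qPCR (Tbp), and relatives of the named regulators (Tead2, Tead3 and Wwtr1). Coordinates are those of GENCODE vM39 on GRCm39, matched by gene name. They were found for 88.1% of the genes tested, and GC content for 89.0%.

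The models were tested on simulated data drawn from the means of the real libraries, with 200 of 19530 genes changed. The paired edgeR model recovered 99% of changes of 2 on the log2 scale and 51% of changes of 1, with 4 false calls among 154. DESeq2 1.42.0 recovered 99% and 58%, with 15 false calls among 172. The model on TPM recovered 71% and 5%. The simulation held a replicate effect, and as many rises as falls, all in well-counted genes. It held no shift in composition, outlying library or length trend, and fewer changed genes than the real libraries. These figures may thus not hold for the real libraries. In pre-ranked enrichment on the simulated data, 4 of 40 random gene lists had an unadjusted p under 0.05.

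The alternatives chosen before the data were examined were DESeq2, no replicate block, RLE or upper-quartile scaling or library totals alone, no low-count filter or filterByExpr, unrounded counts, limma-trend on log2 TPM with 1 or 0.1 added, leaving out each replicate in turn, removing each library's trend on gene length or GC content within the blocked fit, an adjusted p of at most 0.01, and a test against a fold change of 1.5. For the lists, the ranking statistic, the genes ranked and the set test were also varied. DESeq2 without the block, on counts rounded down with no low-count filter (27756 genes with a nonzero total), was added after the deposited comparison table had been examined, and so was the same fit with the block. Python 3.11.15 and Matplotlib 3.10.9 were used for the remaining steps.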

Results

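To define how the transcriptome of myofibroblastic hepatic stellate cells responds when O-GlcNAc transferase is inhibited, RNA-seq libraries from 4 control and 4 OGTi-treated pMF-HSC cultures were compared. Control replicates 1 to 4 held 36465220, 36698918, 36342925 and 35441889 expected counts. OGTi replicates 1 to 4 held 37372420, 30068876, 36964557 and 35148108. Between 19035 and 20293 genes had a count in 7 of the libraries, and 23746 had one in OGTi replicate 4. The 10 most counted genes of a library took 7.15% ± 0.482 (SD, n = 4) of counts in control and 14.1% ± 2.3 (SD, n = 4) in OGTi, so the composition of the libraries differed between groups. The first principal component of log2 CPM held 41.4% of the variance and separated the groups, while the second held 21.1%.

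**Figure D1:**
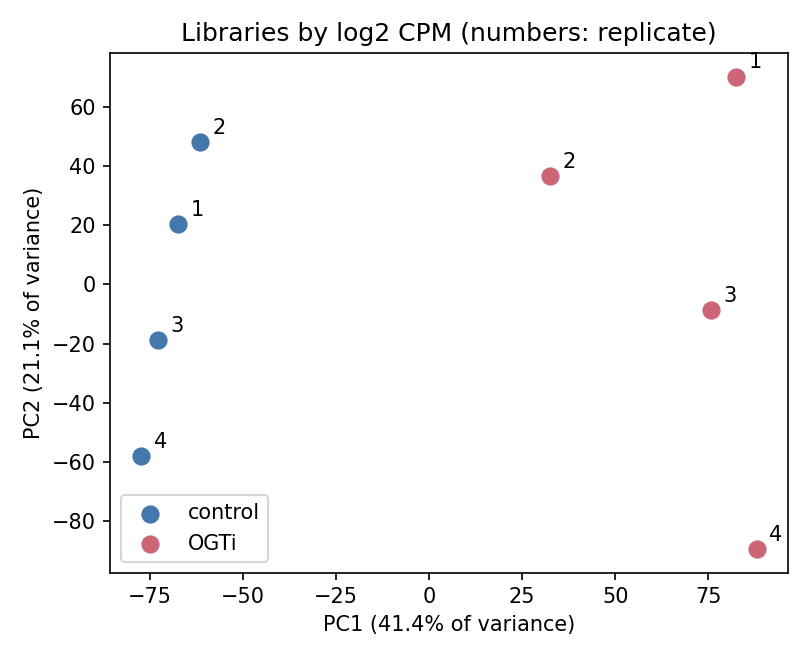
Each point is a library (blue, control; red, OGTi) on the first 2 principal components of log2 CPM, which hold 41.4% and 21.1% of the variance, with the replicate number beside it. The control libraries lie between -77.2 and -61.4 on the first component and the OGTi libraries between 32.5 and 87.95.

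OGTi changed 3666 of 19963 genes tested (edgeR quasi-likelihood test with the replicate block, Benjamini-Hochberg adjusted p of at most 0.05). Of these, 1623 were higher and 2043 were lower in OGTi, and 2866 had an absolute log2 fold change of at least 1. The direction was the same in all 4 pairs in 40.9% of all genes tested, against 12.5% by chance, and in 98.7% of the changed genes, which the paired model selects for agreement between pairs. The alternative that moved the number of changed genes most upward was DESeq2, with 4833. Leaving out replicate 3 gave 1905 and leaving out replicate 4 gave 1956, with 6 libraries in each fit. The balance of directions depended on the scaling. The share of higher genes among those changed was 44.3% with TMM, 54.2% with upper-quartile scaling and 30.1% with library totals alone, and 51.9% or 53.0% with the trend on gene length or GC content removed. The median log2 fold change of all genes was 0.01, 0.13 and -0.19 under these 3 scalings, respectively.

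**Figure D2:**
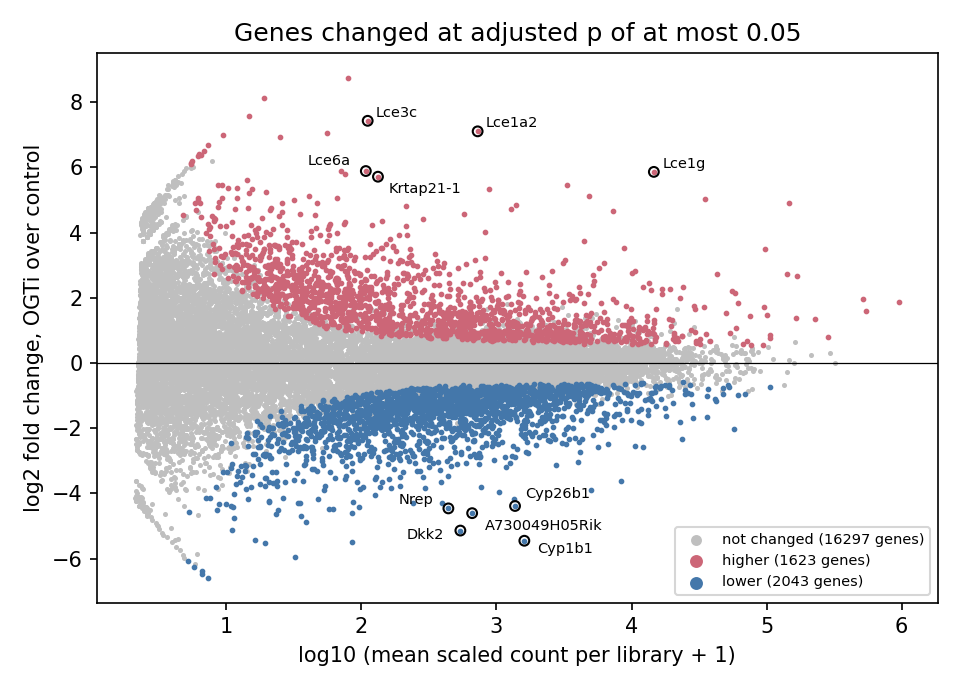
Each point is a gene, with its mean scaled count per library plus 1 on a log10 axis and its log2 fold change (OGTi over control) on the other. Red points are the 1623 higher genes, blue points the 2043 lower genes, grey points were not past the threshold, and circles mark the 10 genes named for their change.

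The 5 genes with the largest increase under the selection rule belonged to epidermal multigene families, whose reads can be split between copies. Lce1g (chromosome 3, 92657455 to 92659645) rose from 475.8 ± 89.4 to 28796.4 ± 10335.3 scaled counts (SD, n = 4), with a log2 fold change of 5.86 ± 0.35 (SE) and an edgeR adjusted p of 4.11e-05. Lce3c, Lce1a2 and Lce6a, on the same chromosome, had log2 fold changes of 7.43, 7.10 and 5.89, and Krtap21-1 on chromosome 16 had one of 5.71. Control counts of these 4 genes were low, with mean scaled counts of 1.18, 10.9, 2.98 and 4.798. The standard errors of their log2 fold changes were 0.62, 0.86, 0.49 and 0.35. Those of Lce3c, Lce1a2 and Lce6a were thus less precise than that of Lce1g, while that of Krtap21-1 was not. Each of the 5 was higher in all 4 pairs.

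The largest decrease was that of Cyp1b1 (chromosome 17, 80008966 to 80022532), which went from 3107.8 ± 675.2 to 109.1 ± 125.4 scaled counts (SD, n = 4), a log2 fold change of -5.45 ± 0.56 (SE) with an edgeR adjusted p of 0.000342. Dkk2, A730049H05Rik, Nrep and Cyp26b1 followed, with log2 fold changes of -5.14, -4.60, -4.46 and -4.38. Each of the 5 was lower in all 4 pairs. The 10 genes kept their direction and their side of the threshold under every alternative in which they were tested.

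The target of the drug, collagen genes, transcriptional regulators and related genes were examined as a panel of 16 genes fixed beforehand. Ogt itself was not detectably changed, with 4354.6 ± 587.3 scaled counts in control and 4136.7 ± 1556.8 in OGTi (SD, n = 4), a log2 fold change of -0.16 ± 0.24 (SE) and an edgeR adjusted p of 0.714. Over all genes tested 4 panel genes changed, and 7 did when p-values were adjusted over the list alone, which is not independent evidence. Of the 4 changed genes, 3 (Tead2, Tead4 and Wwtr1) were in the study's lists of its most significant genes in these libraries, which had been read when the panel was fixed. Tead2 fell, with a log2 fold change of -2.15 ± 0.37 (SE) and an edgeR adjusted p of 0.00383. Tead4 rose by 1.81 ± 0.41 (adjusted p 0.0125) and Wwtr1, which encodes TAZ, by 1.41 ± 0.28 (adjusted p 0.00737). In control replicate 4 Tead4 was lower than in the other control libraries, and without that pair its log2 fold change was 1.32 (adjusted p 0.0331), within a range of 1.13 to 2.21 over the alternatives. Both genes kept their call in each of the 16 alternatives. The rise of Tead4 was opposite to LX-2 cells, where the study reported lower TEAD4 RNA and protein after OGTi. The study linked the fall in protein partly to reduced stability, which RNA does not measure. Tead1 fell by 0.82 on the log2 scale (adjusted p 0.0342), but did not pass with all 8 libraries under upper-quartile scaling (adjusted p 0.0658) or with the GC trend removed (adjusted p 0.0678). Nor did it pass in any of the 4 fits that left out a replicate, where its adjusted p ranged from 0.0537 to 0.215.

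The collagen genes Col1a1, Col1a2, Col3a1 and Col5a2 were lower in all 4 pairs, yet none passed the threshold over all genes in the paired edgeR model. Their log2 fold changes were -0.85, -0.54, -0.72 and -0.63, with adjusted p of 0.0761, 0.153, 0.0517 and 0.0542. Pair 1 contributed most, and the median over the 4 genes went from -0.68 to -0.42 without replicate 1. Over the list alone Col1a1, Col3a1 and Col5a2 passed, with adjusted p of 0.0387, 0.0275 and 0.0275. With DESeq2 Col3a1 passed over all genes, and with library totals alone or no low-count filter Col1a1, Col3a1 and Col5a2 did. With limma-trend on TPM, Col3a1 and Col5a2 passed. The median log2 fold change of all genes was itself -0.19 with library totals alone, and -0.10 (1 added) or -0.235 (0.1 added) on TPM. Without the replicate block none of the 4 passed (edgeR adjusted p 0.522, 0.748, 0.581 and 0.378). Their log2 fold changes were then -0.55, -0.39, -0.55 and -0.54. Acta2 and Tbp differed by less than the spread between replicates (adjusted p 0.915 and 0.910). Yap1 was lower in all 4 pairs, with a log2 fold change of -0.42, but did not pass the threshold (adjusted p 0.214). Oga, Bnc2, Tead3 and Pparg did not pass either (adjusted p 0.166, 0.212, 0.708 and 0.243). Bnc2 and Pparg had few counts, from 2 to 51 and from 2 to 27 per library. Their log2 fold changes were -1.3 ± 0.7 and 1.3 ± 0.7 (SE), so a change of either gene is not excluded.

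**Figure D3:**
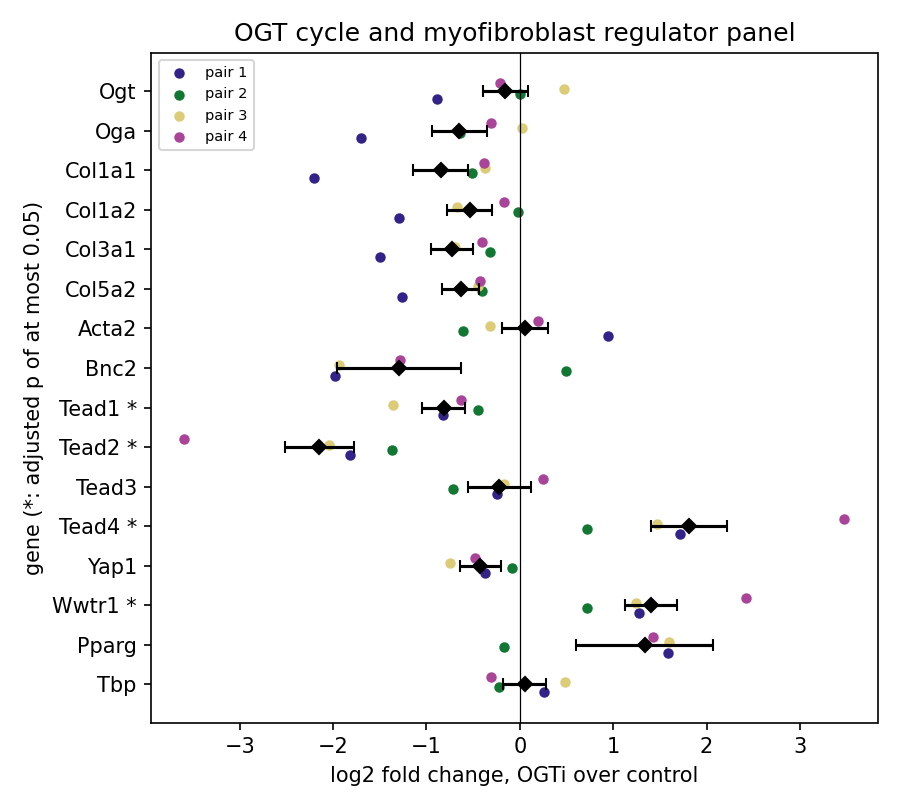
Log2 fold changes (OGTi over control) of the 16 panel genes, with the fitted value and its standard error as a black diamond and bar and each replicate pair as a coloured point. Asterisks mark the 4 genes at an adjusted p of at most 0.05; the 4 collagen genes lie below 0 in all pairs without passing it.

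Whether fibrosis-related genes moved as a group was examined with the 5 signature lists. With genes permuted (fgsea), 3 lists were biased towards lower genes. The normalized enrichment score was -1.91 for the fibrogenic MF-HSC list (adjusted p 0.00161, the smallest the permutations could give before adjustment), -1.86 for liver fibrosis (adjusted p 0.00161) and -1.56 for MF cell identity (adjusted p 0.00207). The median log2 fold changes were -0.52 (-0.51 with genes at the count floor set to their bound), -0.47 and -0.32, each below 0 in all 4 pairs. The heart, kidney and lung fibrosis list (score -1.23, adjusted p 0.110) and the liver fibrosis matrisome list (score -1.10, adjusted p 0.263) did not pass. Without replicate 4 the heart, kidney and lung fibrosis list passed, with an adjusted p of 0.00343, in a range of 0.00144 to 0.600 over the alternatives. The same 3 lists passed with fry (adjusted p 0.00683, 0.00683 and 0.0294). With camera's estimated correlation 0 of 5 passed, and 2 had an unadjusted p under 0.05. Without the block, 7 of the 34 other splits of the 8 libraries put at least 3 signature lists past the threshold. Of these, 5 had 3 libraries of one treatment on each side and so kept part of the treatment contrast, and 2 were among the 18 balanced splits, with as many control as OGTi libraries on each side (1 of the 2 set replicates 1 and 2 against 3 and 4). With the block, 2 of the 7 other splits that part all pairs did, and none of the 3 balanced ones, which put at most 1 list past it.

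To ask whether the primary cells moved in the same direction as LX-2 cells, the lists from that line were tested in the same way. Genes lower in LX-2 cells after OGTi were also lower here (score -2.28, adjusted p 0.00177), as were those lower after siOGT (score -1.95, adjusted p 0.00177) and those near lost H3K27ac (score -1.45, adjusted p 0.00581). Each of these p-values was the smallest the permutations could give before adjustment. Genes higher in LX-2 cells after OGTi were higher here (score 1.58, adjusted p 0.00113), whereas those higher after siOGT showed no shift (score 0.92, adjusted p 0.720). The median log2 fold changes of the OGTi lists were -0.65 and 0.34, or -0.61 and 0.31 with genes at the count floor set to their bound. The 4 lists passed with fry, and the 2 OGTi lists also passed with camera's estimated correlation (adjusted p 0.0336 and 0.0190). Without the block, 2 of the 34 other splits put as many LX-2 lists past the threshold, both of them unbalanced, and 0 of the 18 balanced ones did, where the largest number was 3.

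Cell proliferation and the Hippo/YAP pathway, which the study's text names, were examined with 3 lists. S phase and G2/M phase genes were lower (scores -2.63 and -2.66, both with an adjusted p of 0.000781, the smallest the permutations could give before adjustment), with median log2 fold changes of -1.58 and -1.55 and 30 of 42 and 36 of 52 genes called lower. Of these lists, 8 and 16 genes were among the 500 lower genes of lowest adjusted p in the authors' deposited table. The YAP/TAZ targets list was lower as well (score -1.63, adjusted p 0.0228, median -0.83), but did not pass without replicate 1 (adjusted p 0.211) or replicate 2 (adjusted p 0.128), in a range of 0.000439 to 0.246 over the alternatives. With fry the adjusted p was 0.00483, 0.00483 and 0.0202 for the 3 lists, and with camera's estimated correlation none passed (0.0727, 0.0727 and 0.246), although 4 of the 13 lists of that family had an unadjusted p under 0.05.

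**Figure D4:**
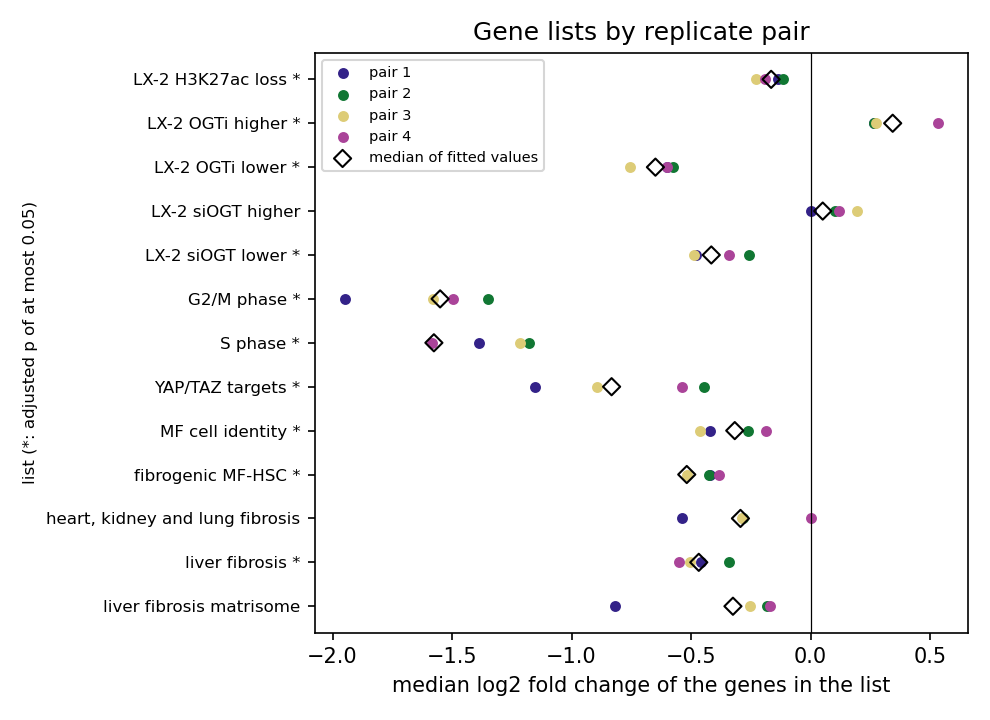
Median log2 fold change (OGTi over control) of the genes in each list, per replicate pair (coloured points) and for the fitted values (open diamonds). Asterisks mark lists at an adjusted p of at most 0.05 with genes permuted; the S phase and G2/M phase lists lie at -1.58 and -1.55.

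The authors' deposited table called 4176 genes at an adjusted p of at most 0.05, 2130 higher and 2046 lower. Of the 3666 genes called here, 3334 were also called in the authors' deposited table, all of these in the same direction.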

Values the study reported

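The study used fibrosis signatures of 61, 163 and 71 genes and ran its enrichment analysis with 1000 permutations. It sequenced RNA from 4 independent experiments on primary mouse stellate cells given 50 µM OSMI-1 for 24 h.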

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

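Tests on the genes far lower in control replicate 4, on sequencing depth and on gene lengths without single replicates were chosen after the result was seen; those on genomic DNA and on removal of the length trend were set down beforehand, except that the error was added to the criterion for the collagen genes once their values were known. A library far from the other 3 of its group was looked for in 66 groups of values. It was found in 7, where chance would give 3.3.

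OGTi replicate 4 had 23746 detected genes, against 19422 to 19682 in the other OGTi libraries. It also had counts in 428 of 1465 olfactory and vomeronasal receptor genes, against 50 to 63. In all, 29 genes were at least 4-fold above the rest of the group, against 1 or 2. Genes with at most 1 count in every other library took 0.0244% of its counts (95% Wilson interval 0.0239 to 0.0249), against 0.00267% to 0.00387% in the other 7 libraries. Greater depth is argued against, since 6 libraries had a larger total. Genomic DNA from male cells would give silent genes on chromosome X 0.5 times the counts per kb of those on autosomes. The ratio was 0.681 (95% bootstrap interval 0.516 to 0.867), an interval that lies between that value and 1, so DNA and low-level transcription cannot be told apart. The treatment cannot account for it alone, because the other OGTi libraries lacked it. A biological difference of that culture was not tested.

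In control replicate 4, 181 genes were at least 4-fold below the group, against 0 to 9 in the other control libraries. An example chosen after its values were seen is Hspb1, with 57.4 CPM there and 643.8 to 680.2 CPM in the other controls. Their transcripts had a median GC content of 70% in the first 300 bases, against 62.7% for expressed genes. Of the 176 such genes with GC content, 79 were in the highest of 5 classes of GC content over those bases, so a part for GC-rich starts stays open. GC-rich starts as the whole cause are argued against, because only 4.68% of the genes in that class (79 of 1689) were far lower. A state of the replicate 4 cells shared at similar size with the treated culture is argued against as well. The median log2 difference of these genes was -2.80 in control replicate 4 and -0.41 in OGTi replicate 4. The genes were chosen for their low values in the former library only, so a weaker shared state stays open. Gene entries at least 4-fold higher in that library held extra counts of 2.08% of the missing ones. Smaller rises of abundant entries were not summed, so counting under other entries stays open, as does what else removed these genes. Of the 11 that were called higher in OGTi, 6 were still called without replicate 4.

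In OGTi replicate 1, 148 genes were at least 4-fold below the group, against 0 or 1 in the other OGTi libraries. Their median length was 4235.2 bases, against 2897.7 for expressed genes. Relative to the other OGTi libraries, the shortest of 5 length classes of genes lay at a median of 0.57 and the longest at -0.58 on the log2 scale. By the same measure, the shortest and longest classes lay at 0.14 and 0.44 in OGTi replicate 2. They lay at -0.24 and 0.03 in OGTi replicate 3, and at -0.47 and 0.06 in OGTi replicate 4. Across all changed genes, the higher ones had a median length of 2443.1 bases and the lower ones of 3405.7. A length bias as the whole cause of the changed genes is argued against, since 91.0% of them stayed changed in the same direction with each library's length trend removed. The balance of directions did move, from 1623 higher and 2043 lower genes to 2118 and 1961 (44.3% and 51.9% higher). The trend in OGTi replicate 1 may underlie most of the difference in length between higher and lower genes. The median length of lower genes over that of higher ones was 1.39 with all libraries and 1.06 without replicate 1, against 1.53, 1.41 and 1.38 without replicates 2, 3 and 4. With the trend removed it was 1.04, which removal would give whatever the cause. For the 4 collagen genes, the median went from -0.68 to -0.43 with the trend removed, with a median standard error of 0.15. That lies within this error of -0.34, where 0.5 of the first value would be lost. The error is that of single genes and not of the median over 4 genes, so the comparison cannot decide. The study also reported lower collagen gene expression by RT-qPCR in mouse pMF-HSCs, at the dose and time of OGTi used here. A fall of collagen genes in these cells thus does not rest on the sequenced libraries alone. How much of the collagen change in these libraries follows from the length trend rather than from treatment stays open. No other biological explanation was tested.

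Tead1 had 619.1 scaled counts in OGTi replicate 3, against 835.7 to 879.9 in the other OGTi libraries. Cyp26b1 had 326.1 scaled counts in OGTi replicate 2, against 72.4 to 109.6. Both genes were lower in OGTi in every pair. With 66 groups examined, single genes of this kind are expected by chance. For Cyp26b1, chance was not told apart from a smaller response of the whole library in OGTi replicate 2. That library lay nearest to the controls on the first principal component, at 32.5, against 75.6 to 87.95 in the other OGTi libraries. Without replicate 2, the log2 fold change of Cyp26b1 was -4.85, against -4.38 with all libraries. No technical or biological explanation was tested for either gene.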

How the results depend on the processing

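No gene called changed had the opposite sign under any alternative. Numbers of changed genes fell to 1882 (881 higher, 1001 lower) in the test against a fold change of 1.5 and to 1668 (751 and 917) at an adjusted p of at most 0.01, as stricter criteria must. With limma-trend on TPM, 3456 genes (1 added) or 3473 genes (0.1 added) were lower. Those fits had no TMM scaling, and library totals alone, also without it, gave 2911 lower genes. Whether scaling was the whole cause was not tested. Leaving out one replicate gave from 1905 to 3124 changed genes, from 843 to 1433 higher and from 1062 to 1744 lower, with fewer samples in each fit. With no replicate block, 2991 genes changed (1459 higher, 1532 lower), 2824 of them also called with the pairing. The loss of the block moved the panel count adjusted over the list alone from 7 to 4 and changed no other call or count by over 1.5 times. DESeq2 without the block, on counts rounded down with no low-count filter and chosen after the data were seen, called 4118 genes. It differed from the authors' deposited table by a median of 0.000237 on the log2 scale and shared 4116 calls with it. The same fit with the block, also chosen then, called 4748 genes, shared 3917 and differed by 0.0825.

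The number of changed panel genes was 7 with library totals alone and 7 with no low-count filter, against 4, and was 3 with upper-quartile scaling, with the GC trend removed, and in each fit that left out one replicate. Adjusted over the list alone, it was 7 in a range of 3 to 10, with 10 for library totals alone, 10 for TPM + 0.1, 9 for TPM + 1 and 9 for no low-count filter. It was 3 with upper-quartile scaling, 3 with the GC trend removed in the blocked fit, 4 with filterByExpr, and from 4 to 7 without one replicate; the causes were not tested. Ogt, Acta2 and Tbp, none past the threshold, changed sign. Ogt was at 0.12 with the length trend removed, 0.02 with the GC trend removed, and from -0.37 to 0.086 without one replicate. Acta2 was at -0.14 with library totals alone, -0.27 with TPM + 1 and -0.27 with TPM + 0.1, and from -0.24 to 0.30 without one replicate. Tbp was at -0.14, -0.27 and -0.27 under those 3 settings, and from -0.091 to 0.18 without one replicate. Of 416 values of single genes under alternatives, 387 kept direction and side of the threshold, 6 were weaker, 11 stronger and 12 had the opposite sign.

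With camera's estimated correlation, which allows for genes moving together, 0 signature lists passed, with adjusted p of 0.0594 (fibrogenic MF-HSC), 0.0594 (liver fibrosis) and 0.232 (MF cell identity) for the 3 lost. Of the LX-2 lists 2 passed, and H3K27ac loss (0.0673) and siOGT lower (0.0673) did not. Of the own lists 0 passed, with 0.0727 for S phase, 0.0727 for G2/M phase and 0.246 for YAP/TAZ targets. All 5 signature lists passed with TPM + 1, TPM + 0.1 or ranking by signed root F. The heart, kidney and lung fibrosis list then had adjusted p of 0.00248, 0.00846 and 0.00657, and also passed with no low-count filter (0.00144), filterByExpr (0.0489) and ranking only filterByExpr genes (0.0416), and had from 0.00343 to 0.600 without one replicate. The liver fibrosis matrisome list had 0.0153, 0.0138 and 0.00434, and 0.0222 with camera's preset correlation.

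With no low-count filter 2 LX-2 lists passed. The LX-2 OGTi higher list had an adjusted p of 0.146, and the LX-2 H3K27ac loss list got no value there because no permuted list had a score of its sign. H3K27ac loss did not pass with upper-quartile scaling (0.125), the length trend removed (0.0595) or the GC trend removed (0.104), each the smallest value those permutations could give. OGTi higher had 0.125 with TPM + 1 for the same reason. The LX-2 siOGT higher list passed with filterByExpr (0.0260), ranking only filterByExpr genes (0.0379) and signed root F (0.000594). The YAP/TAZ targets list did not pass with the length trend removed (0.0810), and had from 0.0148 to 0.211 without one replicate. The causes of these changes were not tested. Of 210 values of the other own lists, 183 kept direction and side of the threshold, 19 were weaker and 8 stronger.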

Other observations

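The test of list counts on 35 splits was chosen after the counts on 8 splits were seen, the breakdown into balanced splits after both, the 2 added DESeq2 fits after the deposited table was seen, and the sum of abundant endothelial transcripts after their values were. The other tests in this part were set down before their result was seen.

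Of the 8 splits that part all 4 pairs, 1 (the real one) gave as many changed genes with the block, and likewise 1 of 8 as many higher and 1 of 8 as many lower. The other 7 gave 0 genes, with 60 to 998 genes at an unadjusted p under 0.05 against 6348 in the real split. With 8 splits the share cannot go below 0.05. Without the block, 1 of 35 splits gave as many changed genes, and the largest number in another split was 16, with 229 to 2103 genes at an unadjusted p under 0.05 in the other splits against 5983. For the lists the picture differed. With the block, by which the smallest possible share is again too large to decide, 3 of 8 splits put as many signature lists past the threshold, 3 of 8 as many LX-2 lists and 3 of 8 as many of the own lists. Without it, 8 of 35 splits put as many signature lists past the threshold and 3 of 35 as many LX-2 lists, while 1 of 35 put as many own lists. Splits with 3 libraries of one treatment on a side keep part of the treatment contrast, and a score from ranks need not shrink with it, so these shares are no reference free of treatment. Of the 7 other splits with as many signature lists without the block, 5 were of that kind, and so were both with as many LX-2 lists. Among the 18 balanced splits, 2 put as many signature lists past the threshold (1 of them sets replicates 1 and 2 against 3 and 4, and so parts 0 pairs), 0 as many LX-2 lists (at most 3) and 0 as many own lists (at most 7). With the block, 0 of the 3 balanced splits put as many lists of any family past it (at most 1, 0 and 3 lists). Whether the signature or LX-2 counts would arise without treatment is therefore not shown.

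Whether the fall of proliferation genes lowered the signature list scores cannot be told apart from a separate effect of treatment. In the signature lists, 0 genes were in the S phase or G2/M phase list, so leaving those out removes nothing, and other genes that follow proliferation were not identified.

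Of the other 10 own lists, higher ones were heat shock (score 2.00, adjusted p 0.000781), NRF2 targets (1.98, 0.000781), ATF4 targets (1.91, 0.000935), immediate early (1.86, 0.00161) and hepatocyte markers (1.64, 0.0209). Lower ones were interferon response (-2.46, 0.000781) and endothelial markers (-1.97, 0.000935). The median log2 fold change of the endothelial markers was -1.59, -0.31, 0 and 0 in pairs 1 to 4, so pairs 3 and 4 showed no shift. ER chaperones (1.42, 0.0860), macrophage markers (1.05, 0.395) and quiescent HSC (-1.12, 0.322) did not pass. The values for heat shock, NRF2 targets and interferon response were the smallest the permutations could give before adjustment. ATF4 targets, interferon response and endothelial markers did not pass with fry (adjusted p 0.0535, 0.0688 and 0.0990), while quiescent HSC did (0.00483). None of the 10 passed with camera's estimated correlation. The endothelial markers list did not pass without replicate 1 (0.0916; 0.000571 to 0.680 over all alternatives), and the hepatocyte markers list did not without replicate 2 (0.278) or replicate 4 (0.109; 0.00527 to 0.278 over all). The ER chaperones list passed without replicate 1 (0.0454) or replicate 2 (0.0369; 0.0081 to 0.388 over all). Of the genes tested, 11 of 25 heat shock genes, 11 of 26 NRF2 targets, 8 of 32 ATF4 targets and 8 of 20 immediate early genes were among the 500 higher genes of lowest adjusted p in the authors' deposited table. Of S phase genes 8 of 42, of G2/M phase genes 16 of 52 and of interferon response genes 3 of 27 were among its 500 lower ones. Any list that changed would show such an overlap, so it gives no separate evidence. Only 9 hepatocyte markers were tested, 1 of them at 1 CPM or more in control.

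Of the 19 endothelial markers tested, 5 were called lower and 0 higher. Tek went from 3.146 to 0.3002 CPM, Clec14a from 4.43 to 1.02 and Ptprb from 1.44 to 0.155, and Lyve1 and Sox17 were below 1 CPM. Together the 5 fell by 8.76 CPM. Whether fewer endothelial cells in the treated cultures were the cause was not decided. Pecam1, Cdh5 and Kdr, taken beforehand as abundant in such cells, summed to 1.16 ± 0.571 CPM (SD, n = 4) in control and 1.13 ± 0.596 in OGTi. Each of them was below 1 CPM. Kdr went from 0.819 to 0.526 CPM and Pecam1 from 0.302 to 0.552, so the sum hides opposite shifts. An argument from the sum would also take their relative abundance from general knowledge. The markers highest in control, Flt4 and Egfl7 (28.3 and 21.3 CPM, against 36.2 and 19.4 in OGTi), decide nothing, because such a baseline would hide a small share. In all, 5 markers were at 1 CPM or more in control, 3 were in another list and 1 was among the 500 lower genes of the authors' deposited table. Fewer such cells, a change within them and a change in the stellate cells all stay open.

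A change in number of macrophages as the whole cause of the shifts of their markers is argued against. Over 15 markers with a mean scaled count of at least 10, log2 fold changes ranged from -1.28 to 5.06 and differed by more than their errors (chi-square heterogeneity p 1.53e-33, genes taken as independent). Called genes went both ways, Cd68 (12.2 to 30.6 CPM) and Cx3cr1 (0.112 to 3.17) up and Cd14 (11.8 to 5.59) down, each in all 4 pairs. Lyz2 had 30.1 CPM in control and 37.4 in OGTi, and Csf1r had 10.9 and 9.33. A smaller change in number stays open, as does a change within such cells. Of 19 tested, 9 were at 1 CPM or more in control, 6 were in another list and 1 was among the 500 higher genes.

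Of 18 Lce1, Lce3 and Lce6 genes tested, 16 were higher in OGTi, and 16, 17 and 16 were with RLE scaling, upper-quartile scaling and library totals alone. Their sum was 43.5 CPM in control and 1182.9 CPM in OGTi. None of the 18 had a fractional count, although assignment between copies remains uncertain. Keratinocytes in the treated cultures are argued against, since Krt5, Krt14, Krt1 and Krt10 summed to 1.06 CPM in OGTi. Of 20 keratinocyte markers 13 were tested, 4 of which were at 1 CPM or more in control, 4 were in another list and 0 were among the 500 higher genes. Ivl, the most abundant, went from 264.6 to 77.7 CPM. A response of the treated cells themselves may underlie the increase, as a hypothesis that was not tested further.

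The authors' deposited table shared 4116 calls with a DESeq2 fit without the block, run on counts rounded down with no low-count filter, and 3939 with the paired DESeq2 fit. A fit that differed from the former only in having the block shared 3917 calls, with a median log2 difference of 0.0825 against 0.000237. The table also held fold changes for 7794 genes with a total below 10. A fit without pairing and without that filter is a candidate explanation.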
